A study of Homo sapiens with 12 samples.

How the data were processed

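RNA of human prostate adenocarcinoma cell lines was sequenced after poly(A) selection with a stranded TruSeq kit as paired-end reads on a HiSeq2500, per the labels. The labels name 4 lines with 3 biological replicates each. The values used here are counts of reads or fragments per Ensembl gene as deposited by the authors. They are whole numbers, 1 column per library, with no normalization. The submitters' processing notes name FastQC 0.11.3, TopHat2, HTSeq 0.6.1, edgeR 3.12.1 and the build GRCh38 without saying which step each served. The strand setting of the counting, the annotation release and any filter are not given in the sources used here. Reads of overlapping, antisense or near-identical genes could therefore have been split or dropped in ways that are not known, and the values of such genes are uncertain.

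The 9 columns whose names match LNCaP, MR49F and C4-2 samples were used. A further 3 columns carried a name that matches no sample title and were not used in any step. The comparison of C4-2R with C4-2, the test of the difference between the resistant lines and their overlap, all planned before the data were examined, were for that reason not made, and the fit held 9 libraries in place of the 12 planned. The table had 57992 entries, of which 57388 IDs matched GENCODE 29 (GRCh38), used for coordinates and gene types, and 56948 matched a table of gene names, used for symbols. No entry lacked a gene ID.

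The main test was the quasi-likelihood test of edgeR 4.0.16 (robust fit, TMM scaling, filterByExpr by line) in R 4.3.3, with 1 mean per line, no further covariates and 6 residual degrees of freedom. It tested 15407 genes, and the common biological coefficient of variation was 0.0817. Benjamini-Hochberg adjusted p under 0.05 over all tested genes counted as changed. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Expression is given as CPM on TMM-scaled library sizes, as mean ± SD over 3 replicates. Where one line had no count of a gene, the fold is a lower bound against a floor of 3 counts over the group. With 1 to 3 counts, the ratio of pooled counts, scaled by the pooled library sizes of each line, is given with an exact 95% binomial interval. Both cover counting error only, since reads without molecular identifiers are not independent molecules. Depth differed between libraries, and genes of under about 1 CPM rest on few counts per library. An exact permutation test of 3 against 3 libraries cannot give a p below 0.1, so the splits of these libraries are given only as counts and no p is taken from them.

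The 29 gene lists were fixed before the data were examined. Those with at least 5 tested genes, 27 lists, were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, and beside it with an estimated correlation and with fry. Camera p-values were adjusted over the lists within a comparison. Genes are named by a rule fixed at the same time. For MR49F against LNCaP it takes the 6 genes in each direction with the largest log2 fold change (5 for C4-2 against LNCaP), among genes with a symbol, an adjusted p under 0.05, a mean of at least 10 CPM in the higher line and no overlap of replicates. All tested genes of the Notch receptor and ligand and Notch target lists, KLK3, NR3C1 and HES6 are named. For other lists the rule takes up to 4 genes with the lowest adjusted p and the unchanged gene with the highest mean CPM. Genes on the Y chromosome are not named.

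The main test was tested on simulated data: negative binomial counts for 15407 genes with 200 genes changed by known folds. For MR49F against LNCaP, 73.1% of genes changed 1.5-fold, 83.6% of those changed 2-fold and 98.5% of those changed 4-fold were recovered, and 8 unchanged genes were called. For C4-2 against LNCaP the shares were 64.2%, 88.1% and 97.0%, with 10 unchanged genes called. The shares were not split by expression level, so they give no separate rate for genes of low counts. Far fewer genes were changed in the simulation than were called in the data. Alternatives fixed before the data were examined were DESeq2 1.42.0, voom, RLE scaling, no count filter, at least 1 CPM in 3 libraries, only the 6 libraries of a comparison, a replicate block, a test against a 1.5-fold change, and each library left out. Thinning of C4-2 replicate 1 to 17.6% of its counts and removal of nuclear copies of mitochondrial genes were chosen after seeing the data.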

Results

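Poly(A) RNA sequencing was used to compare human prostate cancer cell lines that were sensitive or resistant to enzalutamide, an antiandrogen. Per the labels, LNCaP and C4-2 were sensitive and MR49F was resistant. LNCaP is an androgen-responsive line, C4-2 is a castration-resistant subline of it, and MR49F is an enzalutamide-resistant derivative of it. The 9 libraries analysed here comprised 3 biological replicates of each of these 3 lines, and C4-2R, the other resistant line in the labels, was not analysed here. Total gene counts were 8989245, 8564228 and 6990461 in LNCaP replicates 1 to 3, 9375912, 8595344 and 8918207 in MR49F, and 42770072, 7932118 and 7140308 in C4-2. C4-2 replicate 1 was therefore sequenced to a much greater depth than the other libraries. The first principal component of log2 CPM held 57.4% of the variance and the second 32.6%. Between replicates of a line, the correlation of log2 CPM across genes, which are not independent replicates, was 0.987 to 0.993. No replicate pair differed by as little as counting noise alone would give (chi-square per degree of freedom 1.49 to 24.0, highest for C4-2 replicates 1 and 2).

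The comparison of MR49F with LNCaP asked which genes differed between a resistant line and the sensitive line it derives from, with Notch signalling named in the series title. NOTCH3 and the ligand JAG1 were lower in MR49F, while most measured androgen response genes were higher. NOTCH3 (ENSG00000074181, GRCh38 chromosome 19, 15159038 to 15200981) fell from 31.6 ± 2.00 CPM in LNCaP to 3.80 ± 0.823 CPM in MR49F (SD, n = 3 each), a log2 fold change of -3.06 (SE 0.144, edgeR adjusted p = 3.38e-13). JAG1 (ENSG00000101384, chromosome 20, 10637684 to 10673999) fell from 105 ± 7.61 to 29.7 ± 0.841 CPM (log2 fold change -1.82, SE 0.0922, adjusted p = 1.16e-12). In all, 3719 of 15407 tested genes rose and 3516 fell at an adjusted p under 0.05, of which 871 and 1160 changed by more than 2-fold. The replicates of the lines did not overlap for 59.8% of tested genes, where chance gives 10%.

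Of the 7 Notch receptors and ligands tested, 2 rose in MR49F, 3 fell and 2 did not pass, and the counts were equal when adjusted over the list alone. NOTCH1 fell (log2 fold change -0.56, 33.4 ± 2.18 to 22.6 ± 1.88 CPM, adjusted p = 4.83e-04). The ligands DLL1 and DLL3 rose, by 1.05 and 0.57. NOTCH2 had a log2 fold change of -0.22 (adjusted p = 0.084) and JAG2 one of -0.19 (adjusted p = 0.132). With only the 6 libraries of these lines in the fit, both passed the threshold, with log2 fold changes of -0.23 and -0.21, and leaving out C4-2 replicate 2 had the same effect (-0.23 and -0.20). NOTCH2 also passed without C4-2 replicate 1 (-0.21) and without a filter on low counts (-0.24). The list did not stand apart from other genes (camera adjusted p = 0.180, and adjusted p = 0.565 with an estimated correlation). NOTCH4, DLL4, DLK1 and DLK2 had too few counts to test.

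Among the 6 Notch target genes tested, 1 rose and 4 fell, also when adjusted over the list alone, with a median log2 fold change of -1.70. NOTCH3 itself is on this list as well. HES4, a transcriptional repressor of the HES family, fell with a log2 fold change of -3.35, and NRARP, a feedback inhibitor of the pathway, fell with one of -0.97 (9.81 ± 0.895 to 5.03 ± 0.268 CPM). HES2 fell (-2.42) and HEY1 rose (1.55). Both had means under 3 CPM in LNCaP and MR49F, as did HES4 (2.41 ± 0.457 and 0.231 ± 0.118 CPM). The HES2 call was lost without LNCaP replicate 1 (-1.97, adjusted p = 0.0703) and the HEY1 call without MR49F replicate 3 (1.12, adjusted p = 0.0688). HES1 lay at 1.16 ± 0.651 CPM in MR49F and 1.88 ± 0.846 CPM in LNCaP (log2 fold change -0.66, adjusted p = 0.171), and fell (-1.20) without MR49F replicate 2 (adjusted p = 0.0334). The list passed the camera test as lower in MR49F (adjusted p = 0.0348). It did not pass with an estimated correlation (adjusted p = 0.186), with only the 6 libraries of these lines in the fit (0.0872) or without C4-2 replicate 1 (0.0538). HES6, outside the list, had a log2 fold change of -0.13 (adjusted p = 0.532). Of the 31 tested genes for Notch processing and cofactors, 6 rose and 6 fell. DTX4 rose by 1.95 and RFNG by 0.70, while the co-activators EP300 (-0.72) and MAML3 (26.2 ± 3.08 to 13.2 ± 0.431 CPM) fell.

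**Figure D1:**
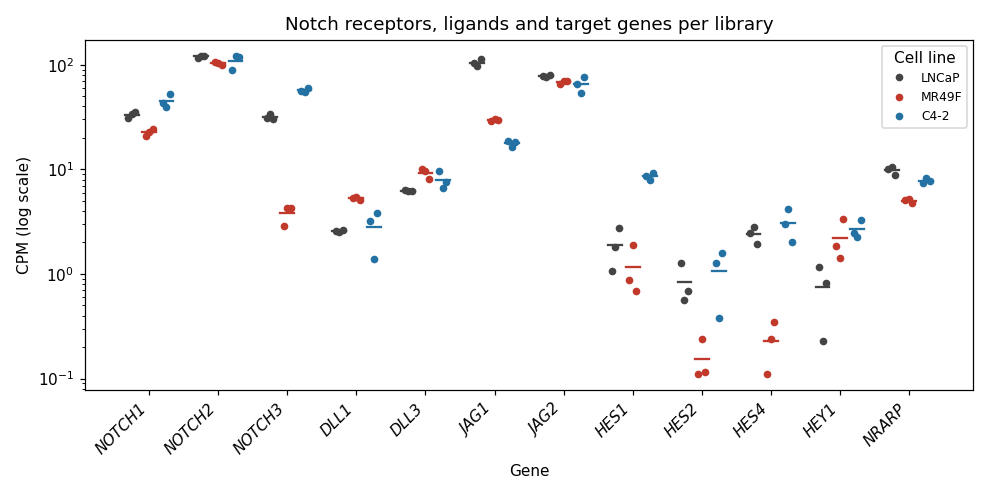
CPM on a log axis of the Notch receptors, ligands and target genes that were tested, in each of the 9 libraries. Points are single libraries, horizontal bars are the means of the 3 replicates of a line, and colours mark the lines. NOTCH3 averaged 31.6 CPM in LNCaP, 3.80 in MR49F and 56.9 in C4-2.

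Androgen response genes rose as a group in MR49F. Of 27 tested, 22 rose, 3 fell and 2 did not pass (22 and 4 when adjusted over the list alone), with a median log2 fold change of 0.68. TMPRSS2, a serine protease gene induced by androgens, rose from 71.6 ± 3.06 to 594 ± 22.9 CPM (log2 fold change 3.05, SE 0.0800). PMEPA1 rose by 2.72 and ADAM7 by 1.68. KLK3, which encodes prostate-specific antigen, rose by 0.35 (2697 ± 93.3 to 3435 ± 165 CPM, adjusted p = 0.00127). The camera adjusted p of the list was 3.23e-06, and this was the only list in this comparison that also passed with an estimated correlation (adjusted p = 0.0273). Of 11 steroid receptors and cofactors, 3 rose and 6 fell, without a call for the list (adjusted p = 0.414). GATA2 (-0.96) and NCOA2 (-0.87) fell, while FOXA1 had a log2 fold change of 0.10 (adjusted p = 0.248). The glucocorticoid receptor gene NR3C1 had 9 counts over the LNCaP libraries, 3 over MR49F and 10 over C4-2, too few to test.

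**Figure D2:**
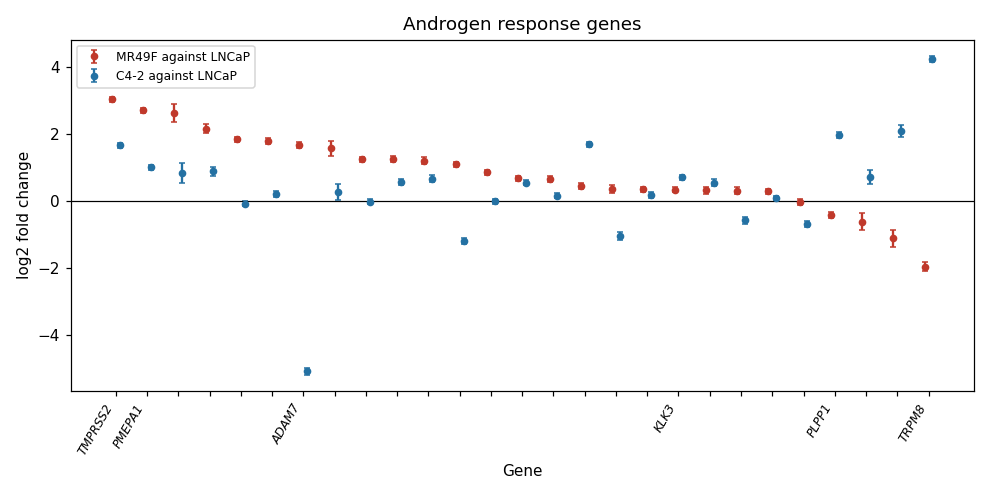
Log2 fold change of the 27 androgen response genes in MR49F against LNCaP and in C4-2 against LNCaP, with error bars of 1 SE. Each position is 1 gene, ordered by its value in MR49F, where 22 rose and 3 fell, and only genes named in the text have their symbol shown.

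Steroid synthesis and metabolism genes were lower in MR49F as a list, with 2 of 17 tested genes higher and 7 lower (camera adjusted p = 0.0051, adjusted p = 0.106 with an estimated correlation). UGT2B15 and UGT2B17, which conjugate androgens for removal, fell (-7.05 and -6.41), as did UGT2B11 (-3.29). These UGT2B genes are near-identical copies of each other, so that the split of reads between them is uncertain. They also count several times toward the list call, and the list was not tested without them. The call therefore does not by itself show lower steroid synthesis. Of 28 interferon response genes, 16 fell and 2 rose (adjusted p = 1.94e-04, adjusted p = 0.0942 with an estimated correlation). IFIT2 (-2.80), IFIT1 (-2.42), RIGI (-1.58) and OAS3 (-0.98) fell. Of 17 inflammatory signalling genes, 11 fell and 1 rose (2 rose when adjusted over the list alone), and the list passed (adjusted p = 0.0051, adjusted p = 0.149 with an estimated correlation). It did not pass with only the 6 libraries of these lines in the fit (adjusted p = 0.0629). BIRC3 (-2.56), CXCL8 (-5.57) and NFKB1 (-1.34) fell. The chemokine gene CCL20 had 597 counts over the LNCaP libraries and 1 over MR49F, a ratio of 616 (95% counting interval 110 to 24380).

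Mesenchymal markers were lower, with 4 of 5 tested genes down and none up (adjusted p = 0.00593, adjusted p = 0.149 with an estimated correlation, and 0.127 without a filter on low counts). FN1, which encodes fibronectin, fell (-2.13), as did VIM (-3.03) and TWIST1 (-2.07). DNA repair genes fell in 15 of 23 cases and rose in 2 (adjusted p = 0.00593, adjusted p = 0.412 with an estimated correlation), among them EXO1 (-1.63) and MSH6 (-0.75). Replication-dependent histone genes fell in 7 of 8 cases (adjusted p = 0.0133, adjusted p = 0.229 with an estimated correlation), among them H1-2 (-0.73), and 1 rose when adjusted over the list alone. Cholesterol synthesis genes rose in 12 of 22 cases and fell in 1 (adjusted p = 0.0305, adjusted p = 0.402 with an estimated correlation). INSIG1 rose by 1.33 and NSDHL by 1.13. The cholesterol call was lost without LNCaP replicate 1 (adjusted p = 0.0703).

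The other lists did not pass in MR49F. Among proliferation genes, 5 of 38 rose and 19 fell (adjusted p = 0.0589), with TYMS (-0.64) and PLK1 (-0.56) lower and CDC25A (0.48) higher. The proliferation list passed camera under 5 other settings, with adjusted p from 0.0133 to 0.0397. Unfolded protein response genes rose in 10 of 23 cases and fell in 2 (adjusted p = 0.0719), with EDEM1 up by 1.20 and PDIA6 by 0.77, and passed without a count filter (adjusted p = 0.0272) and with voom (0.041). Neuroendocrine and neuronal markers rose in 4 of 8 cases with no fall (adjusted p = 0.180), with SYT4 up by 2.54, ONECUT2 by 0.76 and SYP by 0.99. Wnt pathway genes rose in 5 of 18 cases and fell in 3, with WNT5A up by 3.25 and LEF1 by 2.33, and SFRP1 at 521 counts against 2 (ratio 252, interval 69.5 to 2090). Growth factor genes rose in 7 of 18 cases and fell in 6, with IGF1R up by 2.61 and ERBB2 lower (-1.06). Fatty acid genes rose in 11 of 23 cases and fell in 7, with FASN up by 1.32 and FADS1 lower (-1.68). Luminal markers rose in 4 of 15 cases and fell in 2, with CD24 up by 4.42 and CDH1 lower (-1.09). Basal markers rose in 2 of 7 cases and fell in 3, with EGFR lower (-0.78). Stem and progenitor markers rose in 4 of 14 cases and fell in 5, with LY6E up by 1.39 and SOX9 at 199 counts over LNCaP against 2 over MR49F (ratio 103, interval 28.1 to 854). Hypoxia and glycolysis genes rose in 4 of 22 cases and fell in 7, with CA12 lower (-2.95) and PDK1 up by 0.87, and a median (0.03) above and a mean (-0.09) below 0. Apoptosis and p53 target genes rose in 2 of 25 cases and fell in 7, with SESN1 (-1.41) and GDF15 (-1.85) lower. Drug efflux and metabolism genes rose in 5 of 14 cases and fell in 3, with NQO1 up by 0.75. Antigen processing genes rose in 2 of 15 cases and fell in 3, with B2M up by 0.94 and CD274 lower (-0.66), and the median (0.01) and mean (-0.17) differed in sign. Reference genes rose in 6 of 14 cases and fell in 2. Fibroblast and endothelial markers rose in 1 of 7 cases and fell in 5, with COL1A1 (-2.15) and VWF (-2.94) lower. Of the immune cell markers only CD8A was tested (mean 1.27 CPM), and it rose by 2.92. When adjusted over each of these lists alone, the rises and falls were 2 and 4 for basal markers, 5 and 20 for proliferation, 1 and 2 for antigen processing, and 8 and 6 for growth factors. They were 10 and 3 for the unfolded protein response, 2 and 5 for apoptosis, and 6 and 4 for drug metabolism. The 13 mitochondrially encoded genes were listed at 0 counts in every library.

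The genes with the greatest fitted log2 fold changes were nearly silent in one of the lines. Their order therefore rests on few or no counts in that line. RND3 (ENSG00000115963, chromosome 2, 150468195 to 150539011), had 5031 counts over the MR49F libraries and 1 over LNCaP, a ratio of 4875 (95% counting interval 875 to 192600). ITGA4, PLPPR1 and GLRB also had 1 LNCaP count, with ratios of 619 (111 to 24490), 419 (74.7 to 16570) and 296 (52.7 to 11710). ALDH7A1 had none and was at least 180-fold higher, against a floor of 3 counts over the group. ADAM2 rose to 622 ± 35.0 CPM in MR49F (log2 fold change 11.09). In the other direction, ETV1, an ETS family transcription factor gene (ENSG00000006468, chromosome 7, 13891228 to 13991425), had 7654 counts over LNCaP and 3 over MR49F, a ratio of 2633 (901 to 12770). EFS, DDIT4L and CD302 had no MR49F counts and were at least 303-fold, 194-fold and 130-fold lower. SLC22A3 and ADGRG6 fell (-11.37 and -10.74) from 633 ± 34.2 and 801 ± 17.2 CPM. P-values and intervals here measure only the spread between cultures of each line and counting error, and a single resistant line cannot separate resistance from other differences between lines.

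The comparison of C4-2 with LNCaP set the sensitive lines side by side as context. NOTCH3 and HES1 were higher in C4-2, JAG1 was lower, and several androgen response genes were higher. NOTCH3 rose to 56.9 ± 2.94 CPM (log2 fold change 0.84, SE 0.101, adjusted p = 6.91e-07), and HES1 rose from 1.88 ± 0.846 to 8.59 ± 0.728 CPM (log2 fold change 2.23, SE 0.258). JAG1 fell to 17.8 CPM (log2 fold change -2.55, adjusted p = 1.03e-14). In all, 4033 of 15407 tested genes rose and 3625 fell, of which 1405 and 629 changed by more than 2-fold. Replicates did not overlap for 55.7% of genes, where chance gives 10%.

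Of the 7 Notch receptors and ligands, 3 rose and 2 fell in C4-2, also when adjusted over the list alone. NOTCH1 rose by 0.43. DLL3 had a log2 fold change of 0.41 (adjusted p = 0.0483) and JAG2 one of -0.26 (adjusted p = 0.0345). The DLL3 call was lost without any one of 8 of the 9 libraries (adjusted p 0.0509 to 0.483), though not without C4-2 replicate 2, and with C4-2 replicate 1 left out its log2 fold change was 0.17. The JAG2 call was lost without any one LNCaP library or C4-2 replicate 2 (adjusted p 0.0645 to 0.136). Its log2 fold change was -0.28 to -0.26 without an LNCaP library and -0.16 without C4-2 replicate 2. DLL1 had a log2 fold change of 0.21 (adjusted p = 0.531) and NOTCH2 one of -0.14 (adjusted p = 0.245), the latter passing without C4-2 replicate 2 (-0.24, adjusted p = 0.0379). The list had no call (camera adjusted p = 0.864), and its median of 0.21 and mean of -0.15 differed in sign. Of the 6 Notch target genes, 3 rose and 1 fell (adjusted p = 0.356). HEY1 rose by 1.77, and NRARP had a log2 fold change of -0.35 (adjusted p = 0.0464), a call lost without any one of 6 of the 9 libraries (adjusted p 0.0561 to 0.171). The DLL3 and NRARP calls were both lost also with DESeq2 (adjusted p = 0.137 and 0.136), without a count filter (0.0551 and 0.145), with only the 6 libraries compared (0.0675 and 0.059) and with C4-2 replicate 1 thinned (0.125 and 0.059), a setting chosen after seeing the data. Across these settings the log2 fold changes were 0.33 to 0.43 for DLL3 and -0.36 to -0.34 for NRARP. The DLL3 call was lost with the 1 CPM filter (0.0534) and the JAG2 call with only the 6 libraries compared (0.0626). HES4 had a log2 fold change of 0.32 (adjusted p = 0.320) and HES2 one of 0.41 (adjusted p = 0.430). HES6 rose by 1.39. Notch processing genes rose in 9 of 31 cases and fell in 9, with LFNG up by 2.99 and DTX2 by 1.31, and the median (-0.04) and mean (0.10) differed in sign.

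Androgen response genes rose in 16 of 27 cases and fell in 5 (camera adjusted p = 0.0106, adjusted p = 0.102 with an estimated correlation). TRPM8 rose by 4.26, PLPP1 by 1.99, TMPRSS2 by 1.67 and KLK3 by 0.71, while ADAM7 fell (-5.09). Another 10 lists passed the camera test, and none of the lists in this comparison passed with an estimated correlation (adjusted p 0.102 or more). Growth factor genes rose in 12 of 18 cases and fell in 1 (adjusted p = 3.53e-04), with IGFBP3 up by 3.08 and FGFR3 by 1.84. Inflammatory signalling genes rose in 12 of 17 cases and fell in 2 (adjusted p = 5.94e-04), with the adhesion molecule gene ICAM1 up by 6.11 and TNFAIP3 by 1.99. Antigen processing genes rose in 13 of 15 cases and fell in 1 (adjusted p = 3.48e-04), with TAPBP up by 1.37, HLA-B by 1.63 and HLA-C by 1.48, and CD274 lower (-4.21). HLA genes share reads with each other, so that their values are uncertain. Stem and progenitor markers rose in 12 of 14 cases and fell in 1 (adjusted p = 3.48e-04), with SOX9 up by 2.08 and LY6E by 1.38. Luminal markers rose in 9 of 15 cases and fell in 1 (adjusted p = 0.00443), with DPP4 up by 7.80. Cholesterol synthesis genes rose in 12 of 22 cases and fell in 1 (adjusted p = 0.00257), with INSIG1 up by 1.55 and FDFT1 by 1.03. Unfolded protein response genes rose in 15 of 23 cases and fell in 4 (adjusted p = 0.00443), with DNAJB9 up by 1.12 and DNAJC3 by 0.86. Drug efflux and metabolism genes rose in 9 of 14 cases and fell in 2 (adjusted p = 0.0047), with GCLC up by 1.35 and CYP1A1 by 2.34. Apoptosis and p53 target genes fell in 9 of 25 cases and rose in 1 (adjusted p = 0.00907), with SESN1 (-1.13), CDKN1A (-0.59) and MDM2 (-0.55) lower. Histone genes fell in 6 of 8 cases (adjusted p = 0.00326), with H2BC12 (-0.79) lower.

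The remaining lists did not pass in C4-2. Basal markers passed camera with only the 6 libraries compared (adjusted p = 0.0464) and without any one of 4 libraries (0.0309 to 0.049), Wnt genes without LNCaP replicate 2 (0.0408) and proliferation genes without C4-2 replicate 3 (0.0196). Steroid synthesis and metabolism genes rose in 6 of 17 cases and fell in 7, with UGT2B17 (-6.03), UGT2B11 (-6.45) and UGT2B15 (-3.47) lower. Mesenchymal markers rose in 2 of 5 cases and fell in 1. FN1 rose by 3.84 to 4954 ± 327 CPM and VIM by 2.96, while TWIST1 had 147 counts over LNCaP and 2 over C4-2 (ratio 164, interval 44.5 to 1362). Steroid receptors and cofactors rose in 3 of 11 cases and fell in 6, basal markers rose in 5 of 7, and neuroendocrine markers rose in 4 of 8 and fell in 2. Proliferation genes rose in 14 of 38 cases and fell in 3, DNA repair genes rose in 5 of 23 and fell in 5 (median 0.03, mean 0.05, camera direction down), and interferon response genes rose in 11 of 28 and fell in 6. Fatty acid genes rose in 8 of 23 cases and fell in 4, hypoxia genes rose in 8 of 22 and fell in 5, and Wnt genes rose in 8 of 18 and fell in 2. Fibroblast and endothelial markers rose in 3 of 7 cases and fell in 2, reference genes rose in 5 of 14 and fell in 1, and CD8A rose by 4.32 to 3.36 ± 0.478 CPM. When adjusted over the list alone, rises and falls were 13 and 1 for stem markers, 12 and 6 for interferon genes, 14 and 2 for cholesterol synthesis, 9 and 4 for fatty acids, and 16 and 4 for the unfolded protein response. They were 10 and 2 for drug metabolism, 3 and 3 for fibroblast markers, and 0 and 7 for histones. The greatest rises by fitted log2 fold change were in genes without any LNCaP count, so their order has no LNCaP counts to rest on. BMP7, a secreted growth factor gene, was at least 324-fold higher, CYP1B1 203-fold, SLC25A43 149-fold, COCH 148-fold and SLCO3A1 143-fold. These lower bounds do not place all of them above DPP4, which rose from 1.81 ± 0.194 to 406 ± 7.64 CPM. ETV1 fell (-10.18) and was thus near 0 in C4-2 as well (0.288 ± 0.192 CPM). LINC01516 and DNAJC15 were lower by ratios of 636 (113 to 25210) and 530 (146 to 4392) of counts pooled over replicates, to which C4-2 replicate 1 brings most of the C4-2 depth, and CBLN2 and RIPOR2 fell (-8.18 and -7.08).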

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

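Thinning of C4-2 replicate 1 and removal of the nuclear mitochondrial copies were chosen after seeing the data, and the other alternatives before. The counts of genes that rose or fell stayed within 1.5 times under all alternatives except the test against a 1.5-fold change, which called 988 rises and 1137 falls in MR49F and 1449 and 672 in C4-2, since it asks for a larger change. That setting moved the share of rises among calls in C4-2 from 52.7% to 68.3%, and in MR49F from 51.4% to 46.5%. It also ended the calls of 17 genes examined singly in MR49F, among them NOTCH1 (adjusted p = 1), DLL1 (0.0825), DLL3 (0.984) and KLK3 (1), and of 9 in C4-2, among them NOTCH1, DLL3, JAG2 and NRARP (1 each) and KLK3 (0.113). With the replicate number as a block, 3646 genes rose and 3469 fell in MR49F, and 3907 and 3553 in C4-2, where this replicate block lost the DLL3 (adjusted p = 0.0777) and NRARP (0.0606) calls. Samples with the same number did not deviate together (correlations -0.0423 to 0.0562), and not every sample correlated best with its own number, so the numbers pair nothing. Without a count filter the median of all genes in C4-2 rose to 0.10.

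The Notch target list in MR49F had adjusted p = 0.0872 with only the 6 libraries in the fit and 0.186 with an estimated correlation, and 0.0266 to 0.0538 with 1 library left out. Fry, which compares a list with no other genes, passed the Notch receptor and ligand list in MR49F (adjusted p = 1.38e-04 in 1 direction, 1.04e-07 in either) and in C4-2 (0.00388 and 1.15e-08), and the Notch target list in C4-2 (0.00298 and 1.23e-04). This is not particular to Notch, since fry passed 24 of 27 lists in MR49F and 21 in C4-2 in 1 direction, and all 27 in either, among them the reference genes (0.018 and 3.53e-06 in MR49F). The androgen response list in C4-2 had 0.102 with an estimated correlation. The cause was not tested.

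The changes of direction of single genes and lists all concerned results that did not pass, in C4-2, and their cause was not tested. The camera direction of the Notch processing list turned with DESeq2 and with RLE scaling (adjusted p = 1 each), no filter (0.959), the 1 CPM filter (0.971), the replicate block (0.991), thinning (0.853) and without any one of 6 libraries (left-out range 0.846 to 0.992). That of the Notch receptor and ligand list turned without a filter (0.959) and without C4-2 replicate 2 (left-out range 0.663 to 0.965). The mesenchymal list turned without a filter (0.959), the fibroblast list without a filter (0.784), with only 6 libraries (0.657) and with voom (1). The DNA repair list turned with voom (1), fry (0.746), thinning (0.995) and without C4-2 replicate 1 or 3 (0.904 and 0.863, left-out range 0.576 to 0.996). NOTCH2 had a log2 fold change of -0.24 to 0.0054 with 1 library left out, and DLL1 had one of -0.043 after thinning. In MR49F no gene or list turned. The share of rises among its calls, 51.4% in the main test, was 47.8% without a filter and 49.5% with the 1 CPM filter. It was 48.5% to 49.1% without any one LNCaP library and 49.7% without C4-2 replicate 2. Depth limits the genes under about 1 CPM, such as HES2 and HES4 in MR49F. Alternatives for the C4-2R comparisons were not run, and the list tests have no version against a minimum fold.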

Other observations

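The tests of a low LNCaP level, of genes matched in GC content and length, of shared paralog reads and of a shared copy loss were chosen only after the result was seen (the last after SDs had been tried), as were the genes and regions named in this part. The values by chromosome cover protein-coding genes. In MR49F against LNCaP, genes of chromosome 22 had a median log2 fold change of -0.34 (177 of 300 fell), those of chromosome 19 one of -0.30 (436 of 895 fell) and those of chromosome 16 one of -0.29 (283 of 575 fell). In C4-2 against LNCaP, the median was 0.26 on chromosome 6 (311 of 643 rose) and -0.28 on chromosome 4 (227 of 448 fell). Neither shift ran along the whole chromosome in windows of 10 Mb with at least 15 genes. On chromosome 6 their medians were 0.87 and 1.04 from 40 to 60 Mb, and -0.09 to 0.08 beyond 100 Mb. On chromosome 4 they were -0.52 to -0.36 below 90 Mb, and -0.18 to 0.03 beyond 100 Mb. The MR49F shifts, in contrast, were negative in every such window. Window medians were -0.37 to -0.18 on chromosome 16, -0.37 to -0.24 on chromosome 22 and -1.72 to -0.08 on chromosome 19. The window of 20 to 30 Mb on chromosome 13 had medians of 0.82 in MR49F and 1.30 in C4-2 over 35 genes.

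Changes in MR49F and in C4-2 were compared with each other, both against the same LNCaP libraries. In both lines 1362 genes rose and 1223 fell, where independent lists would share 974 and 827. Another 671 rose in MR49F and fell in C4-2, and 810 did the opposite, where independent lists give 875 and 920. Simulated unchanged groups against those libraries shared 0 calls in each direction on average over 20 simulations. Groups simulated without change have few calls to share, so this value cannot weigh the shared calls above. The covariance of log2 fold changes was 0.372, and 0.0434 in the simulations, while the correlation across genes, which are not independent replicates, was 0.287 against 0.571 simulated. With 3 LNCaP libraries the controls could not be split, so part of the excess of shared calls may come from them. In the 10 splits of the 6 libraries of a comparison, the real split alone gave as many genes, 1 of 10, in each comparison. It called 7235 genes in MR49F and 7658 in C4-2, and the highest other split called 0 in each. Every other split has libraries of both lines in each group, which widens the spread within groups. The lack of gene calls there therefore cannot weigh the real calls. For gene lists the real splits called 9 and 11, and the highest others 7 and 8, again 1 of 10 splits with as many. Camera at the preset correlation thus also called lists between groups that mix the lines. Too few splits exist for a share under 0.05.

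Chromosome X as a whole was higher in MR49F, where 325 of its 445 genes rose and 36 fell, with a median log2 fold change of 0.60 (bootstrap SE 0.0262), and 11 of the 12 windows of 10 Mb with at least 15 genes had a median above 0.3. The 5 autosomal genes nearest to each in GC content and transcript length had a median of 0.040 (SE 0.0107), and the shift was 0.70 against C4-2, which argues against those biases and against a low level in the LNCaP libraries. Removal of a fitted GC and length trend (0.64) decides nothing, as the trend held only 0.0552% of the variance. It was alike in 3 bins of expression (0.60, 0.58 and 0.62), as a gain in copies of the chromosome would give. RNA counts alone do not show copy number, and regulation across the chromosome remains open.

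A run of 24 zinc finger genes on chromosome 19 (20535825 to 24129961) fell in MR49F without exception, with a median log2 fold change of -2.54. Their summed CPM was 781 ± 23.3 in LNCaP, 217 ± 2.56 in MR49F and 562 ± 85.6 in C4-2 (SD, n = 3). Median log2 fold changes were -0.22 for 6 genes after the run and -0.49 for 203 other zinc finger genes on chromosome 19. For 15 other genes in its span the median was -1.58. The window of 20 to 30 Mb held only 31 protein-coding genes, fewer than the run and these 15 together. These 15 therefore include other gene types and do not show that neighbouring protein-coding genes fell. Reads moved between paralogs would keep the sum, which was 3.61 times higher in LNCaP, and genes elsewhere nearest in GC content and length had a median of 0.068 (SE 0.0448), while removal of the fitted trend (-2.52) again decides nothing. A single loss of copies shared by the run does not by itself account for the spread of its genes, whose median absolute deviation (MAD, scaled to the SD of a normal distribution) of log2 ratios, with pooled counts under 3 set to 3, was 2.40, and 1.20 over the 18 genes above 3 counts. In 1000 draws of as many of 226 zinc finger genes from other chromosomes (median log2 fold change -0.04) the highest MAD was 0.788 and 0.876, and no other biological explanation was tested.

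Counts at nuclear copies of mitochondrial genes took 3.03% ± 0.0959 of LNCaP, 4.22% ± 0.632 of MR49F and 6.20% ± 1.61 of C4-2 libraries (SD, n = 3), led in every library by MTCO1P12 on chromosome 1 (631074 to 632616). All 37 genes of the mitochondrial chromosome held 0 counts. Of the counts at the copies, 92.0% lay in 6 copies that share at least 50% of their 31-mers with mitochondrial transcripts, so they may be mitochondrial RNA counted at near-identical nuclear copies. Without these genes 3718 genes rose and 3519 fell in MR49F. How far the difference between lines reflects mitochondrial RNA was not tested.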
